A study of Mus musculus with 4 samples. Its data were reported in "Coordinated regulation of Rel expression by MAP3K4, CBP, and HDAC6 controls phenotypic switching" (2020).

How the data were processed

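Total RNA from mouse trophoblast stem (TS) cells was sequenced in 4 libraries, 1 for each of 4 groups. TS cells are the self-renewing precursors of the placental trophoblast. The groups were wild-type cells with an empty lentiviral vector (TSWT), wild-type cells with a short hairpin RNA (shRNA) against Crebbp (TSWTCBPsh), cells homozygous for a kinase-inactive form of MAP3K4 with the empty vector (TSKI4), and kinase-inactive cells with an shRNA against Hdac6 (TSKI4H6sh). Groups were taken from the titles in the submitters' labels. The vector label of TSWTCBPsh names the shRNA against Crebbp and also the word control, and the library was used as the knockdown. All 4 libraries were of the 129/SvEv strain. The cells were grown without feeders in medium conditioned by embryonic fibroblasts and supplemented with FGF4 and heparin, which maintains the stem cell state.

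The authors aligned the Illumina reads to the Ensembl mouse reference GRCm38 build 84 with TopHat2 on a Bowtie2 index, and obtained values per gene with GFOLD, all at default parameters. The tool versions and any use of strand in the counting are not given in the sources used here. For each library the authors deposited a read count and an RPKM value (reads scaled by exon length in kb and by library total) for 47729 gene models, with the exon length that each RPKM value rests on. The deposited RPKM equalled the count scaled by exon length and by the library's total count within 1% for 100% of nonzero values. RPKM corrects for depth and length, and leaves differences in the composition of the libraries uncorrected. Reads shared between near-identical sequences can be placed on the wrong copy. Processed pseudogenes, the reverse-transcribed copies of expressed genes, held 18.4% to 19.1% of the counts in each library.

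Gene positions came from the GENCODE M21 annotation of GRCm38, which is later than the annotation the authors used. Of the gene models, 47310 were matched by their Ensembl identifier, and 45153 of those carried the same symbol in both. A spreadsheet had turned 27 symbols into dates, which were restored by identifier, and 138 symbols occurred more than once. Genes whose transcripts aligned to another gene over at least 100 bp at 97% identity or more (BLAST 2.17.0), or whose exons overlapped another gene's, were treated as uncertain. Of the genes named in the text without such a remark, this holds for Col5a1, Eif2s3x, Fn1, Gadd45a, Hdac11, Hmgcs1, Idi1, Itga1, Jun, Lats2, Lss, Map3k4, Msmo1, Nanog, Nfkb2, Parva, Rorc, Runx1, Slc2a3, Sox21, Stat1 and Tfcp2l1. The shared part is 57% of the transcript in Lats2 and 37% in Eif2s3x, and smaller in the others.

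With 1 library per group no test between conditions was possible, and no p-value is given. The comparisons were TSKI4 with TSWT, TSWTCBPsh with TSWT, and TSKI4H6sh with TSKI4. Following the study's method, RPKM values were divided after zeros had been replaced by a very small constant. A gene was counted as lower at a ratio of 0.75 or less against TSWT, and as higher at a ratio of 1.5 or more in TSKI4H6sh against TSKI4. The mirrored cutoffs gave the opposite direction. Genes past all 3 cutoffs (lower, lower, higher) form the 3-way set. Single genes and gene lists were compared as the log2 ratio after 0.5 RPKM had been added to both values, a scale that understates the differences of low genes. A gene counted as measured at 0.5 RPKM or more in at least 1 of the 2 libraries, and was called higher or lower at 1.5-fold or more on that scale. Folds printed beside a gene are ratios of the deposited RPKM without the added constant, with the exact (Clopper-Pearson) 95% interval from the read counts. Against a count of 0 the fold is given as a lower bound, computed with 3 counts in its place. These intervals and bounds cover counting error only, since reads from PCR-amplified libraries are not independent molecules and the spread between cultures was not measured. Intervals of a share of genes are exact binomial intervals over the genes, which are not independent replicates.

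Before the data were examined, 35 gene lists were fixed for the tissue, the pathway and the cell types that a culture could hold. They cover the targets, NF-kB, epithelial, junctional, mesenchymal, trophoblast, other-cell-type, sex-linked, imprinted, stress, cell cycle, metabolic, adhesion and signaling genes, and 3 lists that the study had picked on these libraries. Some genes of those 3 also sit in other lists, among them Krt15, Krt20, Krt75 and Krt86 (keratins), Parva (adhesion), Ccnd1 (cell cycle) and Fn1 (mesenchymal). Dnmt3l, Cstf2t and Id2, named below, were likewise picked by the study. The direction of such genes is not independent evidence. Each list is summarized by the median log2 ratio of its measured members, with the percentile of that median among 10000 random lists of the same size matched on mean expression in 20 bins. The percentile describes these libraries and is not a test of a condition. The genes named in the text were also fixed by rule: the targets, Ep300 and the 5 NF-kB genes. To these were added the 10 highest and 10 lowest genes of each comparison at 1 RPKM or more in at least 1 of its libraries, without predicted or unnamed models. Up to 4 measured members with the largest difference were added from each list, as were the study's 22 transcription factors and the 10 most abundant genes of the 3-way set. A model named only by a clone accession was counted as unnamed after its value had been seen. Genes named outside the rule are identified as such.

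Because TSWT and TSKI4 each enter more than 1 ratio, 100 sets of libraries were drawn from 1 common profile at the real totals, and the reads of TSWT and TSKI4 were also each split at random in 2. The number expected for independent lists is given beside each overlap. Chromosome-wide shifts were measured over protein-coding genes as the median log2 ratio of a chromosome against the median of the others, in whole and in windows of 10 Mb with 5 genes or more. A shift of 0.2 or more was called. That threshold, the omission of predicted models from this step, and the medians of the other genes in a named gene's window were chosen after values had been seen, and with predicted models kept the same 6 chromosomes were called.

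The procedure was tested on simulated counts for 15429 genes, of which 200 were given known folds. For the comparisons of TSKI4 with TSWT, TSWTCBPsh with TSWT and TSKI4H6sh with TSKI4, 95%, 97% and 97% of the 2-fold differences were called, and 100% of the 4-fold differences in each. Of the unchanged genes, 1.27%, 1.26% and 1.12% were called. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Alternatives varied the added constant, the filter on low values, the scaling (median of ratios, TPM), the cutoffs, the set of gene models and the treatment of shifted chromosomes. The chromatin immunoprecipitation data of the study were not analysed here.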

Results

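To find transcripts that depend on MAP3K4, on the acetyltransferase CBP (gene Crebbp) and on the deacetylase HDAC6, messenger RNA was compared between wild-type TS cells, TS cells with kinase-inactive MAP3K4, and each of these with 1 of the 2 enzymes knocked down. The deposited counts summed to 29084127 in TSWT, 60642356 in TSWTCBPsh, 75006178 in TSKI4 and 35784012 in TSKI4H6sh. Between 16857 and 17465 gene models reached 0.5 RPKM in a library. For a transcript of 1 kb, 3 reads corresponded to 0.103 RPKM in TSWT and 0.0400 RPKM in TSKI4. Each group had a single library, so no difference has a replicate check and the intervals given for folds are those of read counting.

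The targeted genes were read in every library. Crebbp (GRCm38 chromosome 16, 4081328 to 4213997) was at 3.68 RPKM in TSWT, 3.69 in TSKI4 and 3.53 in TSKI4H6sh, and at 1.51 in TSWTCBPsh, 2.43-fold lower than in TSWT (95% interval 2.25 to 2.62). Hdac6 (chromosome X, 7930120 to 7947889) was at 24.9 RPKM in TSWT and 25.4 in TSWTCBPsh. It was 3.34-fold higher in TSKI4 at 83.2 RPKM (3.24 to 3.45), and at 4.66 RPKM in TSKI4H6sh it was 17.8-fold below TSKI4 (16.7 to 19.02). The 31 other genes in the same 10 Mb window of chromosome X had a median 1.87-fold higher in TSKI4 than in TSWT and 1.60-fold lower in TSKI4H6sh than in TSKI4. Map3k4 (chromosome 17, 12227621 to 12318796), whose kinase-inactive form is still transcribed, ranged from 10.6 to 12.9 RPKM over the 4 libraries. Ep300, which encodes the paralog of CBP, was 1.56-fold lower in TSKI4 than in TSWT (8.39 against 13.1 RPKM, 1.51 to 1.62) and within 1.5-fold in both knockdowns. Of the 4 genes in this list, 1 was higher and 1 lower in TSKI4 (median 0.10), 1 was lower in TSWTCBPsh (-0.08) and 1 was lower in TSKI4H6sh (-0.16).

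**Figure D1:**
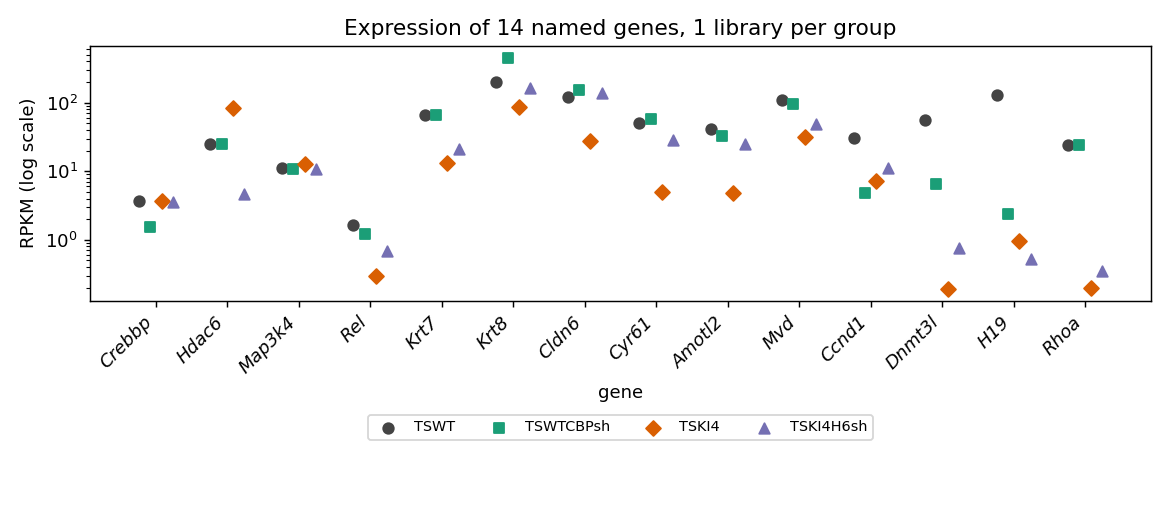
RPKM on a log scale (y) of 14 named genes (x) in the 4 libraries, with 1 point per library. Hdac6 reaches 83.2 RPKM in TSKI4 and 4.66 in TSKI4H6sh, and Cldn6 lies at 27.8 RPKM in TSKI4 against 122 in TSWT and 140 in TSKI4H6sh.

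TSKI4 cells held less RNA for epithelial, junctional and keratin genes than TSWT cells, for targets of the YAP/TEAD transcription factors and for enzymes of cholesterol synthesis. Krt7, a keratin of simple epithelia, was 5.11-fold lower (13.01 against 66.4 RPKM, 4.96 to 5.26), and the claudin gene Cldn6 was 4.40-fold lower (27.8 against 122 RPKM, 4.21 to 4.60). Cyr61, a secreted matrix protein and YAP target, was 10.2-fold lower (4.95 against 50.2 RPKM, 9.36 to 11.01). Dnmt3l, a cofactor of de novo DNA methylation, was nearly lost, at 0.192 against 55.2 RPKM (288-fold lower, 213 to 398). With 0.5 RPKM added and unnamed models left out, Tcf15, a basic helix-loop-helix factor, differed the most in the other direction (45.2 against 0.386 RPKM, 117-fold higher, 65.3 to 235).

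Of 26 measured epithelial markers, 13 were lower in TSKI4 and 4 higher, with a median log2 ratio of -0.55, below all 10000 random lists. The desmosomal cadherin Dsc2 was 3.66-fold lower and the vesicle-trafficking gene Rab25 16.9-fold lower (8.33 to 38.8). Among 5 keratins 4 were lower (median -1.08), including Krt18 at 2.11-fold, Krt19 at 2.01-fold and Krt8 at 2.32-fold, the last being uncertain because a pseudogene shares its sequence. Krt7, Krt8, Krt18 and Krt19 are also in the epithelial list, so the results of the 2 lists are not separate. Tight junction genes were lower in 7 and higher in 2 of 21 cases (median -0.39, percentile 0.01). Cldn3 went against the list, 2.71-fold higher at 149 RPKM. Of 8 YAP/TEAD targets 7 were lower and 1 higher (median -1.46), among them Amotl2 at 8.68-fold (8.28 to 9.10), Lats2 at 4.45-fold and Ajuba at 3.09-fold. Amotl2 is in the tight junction list as well. Cholesterol synthesis genes were lower in 10 of 15 cases and higher in 0 (median -0.93), with Mvd 3.45-fold, Sqle 3.06-fold and Msmo1 2.80-fold lower. Mvd and Msmo1 lie on chromosome 8, where the other genes of their windows had medians of -0.48 and -0.40.

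Mesenchymal markers were split, with 6 higher and 5 lower of 20 (median 0.14, percentile 75.9). Sparc, which encodes a matrix glycoprotein, was 2.39-fold higher (410 against 171 RPKM) and Fstl1 4.27-fold higher, whereas the basement membrane collagens Col4a1 and Col4a2 were 3.31-fold and 3.98-fold lower. The other genes of the collagens' window on chromosome 8 had a median of -0.41. Vim and Cdh2, looked up outside the naming rule, had 79 and 215 reads in TSKI4 against 6 and 13 in TSWT, at 0.222 against 0.0435 RPKM and 0.355 against 0.0554 RPKM, all under the 0.5 RPKM at which a gene counted as measured. Of 5 measured transcription factors of epithelial to mesenchymal transition (EMT), Twist1 was 8.26-fold higher (5.10 against 0.617 RPKM, 5.70 to 12.4), Foxc2 was 5.28-fold lower and Snai1 was within 1.5-fold. Matrix adhesion and cytoskeleton genes were higher in 3 and lower in 5 of 20 cases (median -0.35), the integrins Itgb3 and Itga1 being 8.80-fold and 10.7-fold higher and Parva, which links integrins to actin, 3.38-fold lower. Genes of the MAP kinase cascade were higher in 8 and lower in 3 of 28 cases (median 0.36, percentile 99.8). Gadd45a was 12.2-fold higher (33.8 against 2.77 RPKM, 10.3 to 14.5) and Gadd45b 8.19-fold lower, both encoding activators of MAP3K4. Spry4, a feedback inhibitor of growth factor signaling, was 7.51-fold higher.

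TS cell state genes were higher in 5 and lower in 5 of 20 cases (median 0.18, percentile 93.3). The homeobox genes Rhox6 and Rhox9 were 16.2-fold and 30.4-fold lower and Bmp4 was 2.84-fold higher. Imprinted genes were lower in 11 and higher in 3 of 18 cases (median -0.67, below all random lists). H19, a maternally expressed noncoding RNA on chromosome 7 (142575529 to 142578143), was at 0.967 against 128 RPKM, 132-fold lower (113 to 154). Hypoxia and glycolysis genes were higher in 7 and lower in 1 of 16 cases (median 0.28, percentile 98.4), with the kinase gene Pdk1 8.70-fold higher. Stress response genes were lower in 6 and higher in 1 of 16 cases (median -0.49), with Atf3 at 4.07-fold and Trib3 at 2.13-fold. In the proliferation list, 5 of 20 were lower and 2 higher (median -0.34, percentile 0.1), led by the cyclin gene Ccnd1 at 4.17-fold (3.97 to 4.38), whose 3' part overlaps a neighbouring gene.

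Markers of other cell types also differed between TSKI4 and TSWT. Of 7 pluripotent cell markers 6 were higher and 1 lower (median 0.77, percentile 99.7), including Nanog at 3.40-fold and Utf1 at 2.44-fold, and TS cells share Esrrb and Sox2 with this list. Primitive endoderm markers, which share Sparc with the mesenchymal list, were higher in 3 of 6 cases (median 0.88), Gata6 by 10.3-fold. Blood and endothelial markers were higher in 3 and lower in 1 of 5 cases (median 1.32), Kdr by 11.9-fold. Fibroblast markers were higher in 1 of 3 cases (median 0.48), and the fibroblast collagen Col1a1 was at 0.0367 RPKM in TSWT and 0.0427 in TSKI4. Giant cell markers were lower in 4 of 7 cases (median -1.16), 3 of the 4 being near-identical Prl3d copies with 1 to 3 reads each in TSKI4, and with only genes at 2 RPKM or more the median was 0.32. Spongiotrophoblast and glycogen cell markers were higher in 3 and lower in 1 of 5 cases (median 0.59), and syncytiotrophoblast markers in 2 and 2 of 10 (0.08).

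The largest differences between TSKI4 and TSWT also included genes outside these lists. Rhoa, a small GTPase of the actin cytoskeleton (chromosome 9, 108306129 to 108337934), was at 0.201 RPKM in TSKI4 against 24.0 in TSWT, 119-fold lower (98.9 to 145). Its neighbours Nicn1, Amt and Tcta, singled out after their values were seen, had 3, 42 and 0 reads in TSKI4 against 437, 632 and 87 in TSWT. In TSKI4H6sh Rhoa was at 0.351 RPKM, and in TSWTCBPsh at 24.2. Fabp3, a fatty acid binding protein, was 53.9-fold lower (8.21 against 443 RPKM, 49.3 to 59.0), with a pseudogene that shares its sequence. Snurf had 0 reads in TSKI4 and was at least 64.5-fold lower, with exons that overlap Snrpn. Fmr1nb was 74.6-fold higher (45.9 to 131) and the steroid dehydrogenase gene Hsd17b2 55.3-fold higher (37.97 to 84.1).

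**Figure D2:**
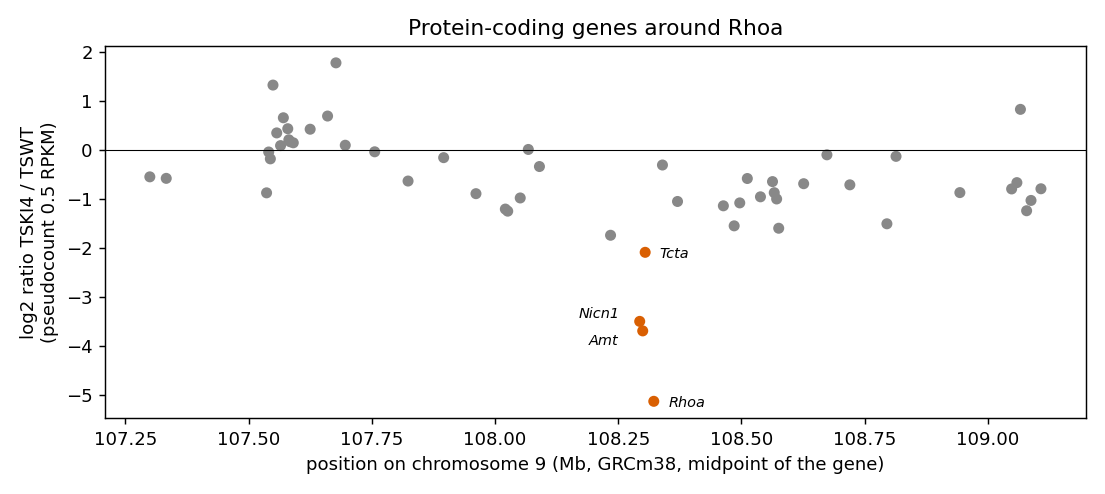
Log2 ratio of TSKI4 to TSWT with 0.5 RPKM added (y) for protein-coding genes within 1 Mb of the Rhoa run, by position on chromosome 9 of GRCm38 in Mb (x), with 1 point per gene. The 4 colored genes lie lowest, while the 50 genes beside them have a median of -0.61.

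At the study's cutoffs 6069 gene models were lower and 10670 higher in TSKI4 than in TSWT, of which 2503 and 5860 were under 0.5 RPKM in both libraries. On the scale with 0.5 RPKM added, 1991 of 18102 measured genes were lower and 3084 higher by 1.5-fold or more. Libraries drawn from 1 common profile gave on average 3059 lower and 4367 higher at the cutoffs, the count that read sampling alone returns.

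Knockdown of Crebbp in wild-type cells went with lower RNA of H19, Dnmt3l, Ccnd1 and the transcriptional coregulator gene Cited1. H19 was 53.2-fold lower (2.40 against 128 RPKM, 47.8 to 59.4), Dnmt3l 8.43-fold (6.55 against 55.2 RPKM, 7.91 to 8.99), Ccnd1 6.40-fold (4.75 against 30.4 RPKM, 6.02 to 6.81) and Cited1 5.77-fold (13.3 against 76.6 RPKM, 5.42 to 6.13). Epithelial genes as a group lay near 0, and keratins were higher. Krt8 was 2.31-fold higher (456 against 198 RPKM, 2.26 to 2.36) and Rab25 7.15-fold higher (5.49 to 9.47).

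Among 26 epithelial markers 3 were higher and 2 lower in TSWTCBPsh (median 0.06, percentile 90.1), and among 22 tight junction genes 3 were higher and 1 lower (0.03). Of 6 keratins 3 were higher and 0 lower (median 0.57, percentile 99.96), including Krt14 at 8.19-fold and Krt18 at 1.63-fold. The 51 other genes of the window that holds Krt8 and Krt18 on chromosome 15 were 1.23-fold higher by median, and with each ratio divided by its chromosome's median the keratin list stood at 0.38 and Krt18, at 0.38, was no longer past 1.5-fold. Mesenchymal markers were higher in 5 and lower in 2 of 19 cases (median 0.37, percentile 99.97). The protease inhibitor gene Serpine1 was higher (80.4 against 26.8 RPKM, interval of the fold 2.89 to 3.12), and Cd44 and Col5a1 were 9.19-fold and 5.998-fold higher from 0.223 and 0.296 RPKM. EMT transcription factors were higher in 1 and lower in 1 of 4 cases (median 0.05), Twist1 by 2.25-fold and Foxc2 by 3.30-fold. TS state genes were lower in 3 and higher in 1 of 19 cases (median -0.16, percentile 1.86), with Id1 3.58-fold, Sox2 1.93-fold and Id2 1.68-fold lower and Klf5 1.78-fold higher. Tfcp2l1, a factor of the naive pluripotent state, was 9.14-fold lower (0.631 against 5.77 RPKM, 8.15 to 10.3).

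Syncytiotrophoblast markers were higher in 4 and lower in 0 of 9 cases after Crebbp knockdown (median 0.09), among them Dlx3 at 2.90-fold, Cebpa at 2.77-fold and Lgals3 at 2.57-fold. Giant cell markers were lower in 5 and higher in 3 of 10 cases (median -0.60), and the extreme members were near-identical prolactin genes with few reads. Spongiotrophoblast and glycogen cell markers were higher in 1 of 5 cases (median 0.00), Flt1 by 2.44-fold. Stress response genes were lower in 3 and higher in 1 of 16 cases (median -0.23, percentile 0.24), with Trib3 2.13-fold lower and Atf3 1.95-fold higher. YAP/TEAD targets were called in 0 of 8 cases (median -0.27) and cholesterol synthesis genes were lower in 2 of 15 cases (-0.11), Lss by 2.21-fold. MAP kinase cascade genes were higher in 5 and lower in 1 of 27 cases (median 0.10), with Jun 2.32-fold higher. Adhesion and cytoskeleton genes were lower in 3 of 20 cases (median 0.07), Itga3 by 1.82-fold. Imprinted genes were lower in 4 and higher in 1 of 18 cases (median -0.05), with Igf2 2.11-fold lower and Mest 2.10-fold higher, both in exons shared with another gene. Hypoxia and glycolysis genes were higher in 2 and lower in 2 of 16 cases (median -0.16), and proliferation genes in 2 and 1 of 20 cases (0.02). Pluripotent cell markers were higher in 2 and lower in 1 of 7 cases (median -0.01) and fibroblast markers higher in 1 of 2 (0.42), while primitive endoderm markers were called in 0 of 4 (-0.07) and blood and endothelial markers were lower in 1 of 5 (-0.18). The deacetylase gene Hdac7 was 2.81-fold lower (2.56 to 3.08), the 1 gene called of 18 in the list of histone deacetylases and acetyltransferases (median -0.07).

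Genes with the largest ratios in TSWTCBPsh included Sox3, at 4.66 against 0.0666 RPKM (70.0-fold higher, 27.2 to 258), and Nrk, a kinase gene of the placenta (16.6-fold higher, 14.1 to 19.6). Cxx1a and Cxx1b, near-identical copies on chromosome X, had 0 reads in TSWT and were at least 59.6-fold and 51.8-fold higher. Sult4a1, Kctd17 and Ptp4a3, at 13.5-fold, 7.48-fold and 8.44-fold higher, lie on chromosome 15, where the other genes of their windows were 1.13-fold to 1.33-fold higher by median. Cstf2t, an RNA 3' end processing gene, was 57.3-fold lower (0.136 against 7.81 RPKM, 40.1 to 84.9). At the study's cutoffs 4838 gene models were lower and 7961 higher, of which 2783 and 5017 were under 0.5 RPKM in both libraries. On the scale with 0.5 RPKM added 782 of 17636 measured genes were lower and 1376 higher. Sampling from a common profile gave 3376 and 4235 at the cutoffs.

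Knockdown of Hdac6 in kinase-inactive cells went with higher RNA for the epithelial, junctional, YAP/TEAD and cholesterol groups that were low in TSKI4. Cldn6 was 5.04-fold higher than in TSKI4 (140 against 27.8 RPKM, 4.84 to 5.26) and Cyr61 5.76-fold higher (28.5 against 4.95 RPKM, 5.30 to 6.28). Tacstd2, which encodes an epithelial surface glycoprotein, was 19.7-fold higher (7.12 against 0.361 RPKM, 14.6 to 27.2). Fn1, which encodes fibronectin and is counted as mesenchymal, was 4.98-fold higher (13.8 against 2.78 RPKM, 4.75 to 5.23). In the other direction Tnfrsf1a, a receptor for tumor necrosis factor, was 22.4-fold lower (1.01 against 22.7 RPKM, 18.2 to 27.7).

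Of 25 measured epithelial markers 7 were higher and 0 lower in TSKI4H6sh (median 0.44, above all 10000 random lists), including Dsc2 at 2.81-fold, Pkp2 at 2.25-fold and Krt8 at 1.94-fold. Tight junction genes were higher in 10 and lower in 0 of 22 cases (median 0.45), with Pard6b at 2.25-fold and Ocln at 5.48-fold from 0.189 RPKM. Keratins were higher in 4 of 6 cases (median 0.67), Krt18 by 1.62-fold and Krt7 by 1.60-fold. Of 8 YAP/TEAD targets 5 were higher and 0 lower (median 0.84), among them Amotl2 at 5.24-fold and Lats2 at 3.14-fold, and 6 of 15 cholesterol synthesis genes were higher (median 0.56), including Idi1 at 1.73-fold and Hmgcs1 at 1.66-fold. Mesenchymal markers were higher in 5 and lower in 4 of 20 cases (median 0.26, percentile 99.99), with Serpine1 3.18-fold and Col4a1 2.71-fold higher. Of 4 EMT transcription factors Snai1 was 1.60-fold lower (1.40 to 1.82), and the others were within 1.5-fold (list median -0.13). Adhesion and cytoskeleton genes were higher in 3 and lower in 1 of 19 cases (median 0.24, percentile 99.98), with Parva 2.67-fold and Flna 2.18-fold higher. Both ratios hold the single TSKI4 library, as numerator and as divisor, so opposite medians of a list are not independent. With the TSKI4 reads split so that the ratios shared none, a check added after values were seen, the epithelial, tight junction, YAP/TEAD and cholesterol medians in TSKI4H6sh averaged 0.43, 0.45, 0.84 and 0.56. The members of a list do not depend on the split, which leaves a median nearly unchanged whatever its source. These averages therefore cannot measure how far the opposite medians depend on each other. Libraries drawn from 1 common profile gave medians of these lists in the same comparison between -0.04 and 0.03. The part that a peculiarity of the 1 TSKI4 culture takes in them was not measured.

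**Figure D3:**
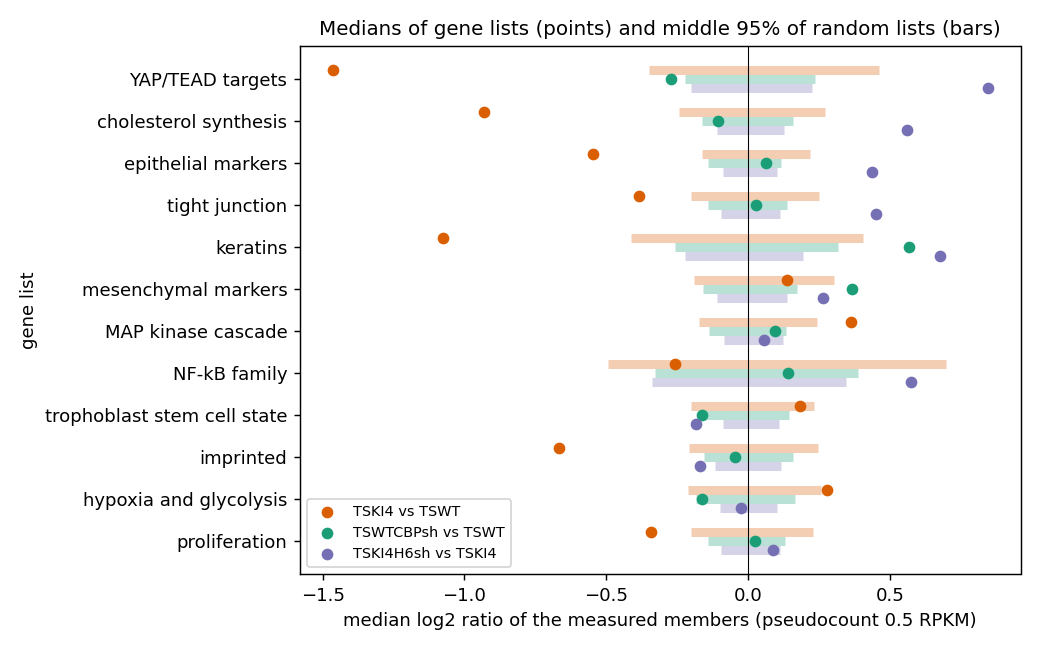
Median log2 ratio with 0.5 RPKM added (x) of the measured members of 12 gene lists (y) in the 3 comparisons, as points, with bars that span the middle 95% of 10000 random lists of matched expression. YAP/TEAD targets lie at -1.46 in TSKI4 against TSWT and at 0.84 in TSKI4H6sh against TSKI4, and keratins at -1.08 and 0.67.

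TS state genes were higher in 3 and lower in 2 of 20 cases in TSKI4H6sh against TSKI4 (median -0.18, percentile 0.04), Id2 being 1.84-fold higher and Sox21 and Zic3 each 1.80-fold lower. The pluripotent, primitive endoderm and spongiotrophoblast lists had medians of -0.47, -0.37 and -0.56, with 1 of 7, 2 of 6 and 2 of 5 members lower. Blood and endothelial markers were lower in 2 of 5 cases (median 0.02), Cdh5 by 6.38-fold, and the 2 measured fibroblast markers were within 1.5-fold (-0.26). Giant cell markers were called in 0 of 3 cases (median -0.23) and syncytiotrophoblast markers were higher in 1 and lower in 1 of 10 cases (-0.07). Imprinted genes were lower in 4 of 19 cases (median -0.17, percentile 0.27), with Phlda2 2.03-fold lower. Dnmt3l was 3.90-fold higher at 0.748 RPKM (2.66 to 5.79). MAP kinase cascade genes were higher in 3 and lower in 3 of 28 cases (median 0.05), Gadd45b being 3.52-fold higher and Mapk12 2.13-fold lower. Hypoxia and glycolysis genes were higher in 2 and lower in 4 of 16 cases (median -0.02), with Slc2a3 2.12-fold higher and Pfkp 3.62-fold lower. Stress response genes were lower in 1 of 16 cases (median -0.02), Chac1 by 2.02-fold, and proliferation genes were higher in 2 of 20 (0.09). Tcf15, Hsd17b2 and Fmr1nb, which were high in TSKI4, were 8.56-fold, 6.94-fold and 134-fold lower in TSKI4H6sh.

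At the study's cutoffs 4184 gene models were higher and 5463 lower in TSKI4H6sh than in TSKI4, of which 2930 and 4024 were under 0.5 RPKM in both libraries. On the scale with 0.5 RPKM added 768 of 18001 measured genes were higher and 970 lower. Sampling from a common profile gave 2626 higher and 3390 lower at the cutoffs.

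Whether knockdown of Hdac6 brought kinase-inactive cells nearer to wild type was asked of the genes that differed most between TSKI4 and TSWT. Among 660 genes at least 2-fold lower in TSKI4 than in TSWT, 217 (32.9%, 29.3 to 36.6) were closer to TSWT in TSKI4H6sh by 1.5-fold or more and 24 were farther, and the median log2 ratio to TSWT was -1.31 in TSKI4 and -1.01 in TSKI4H6sh. Among 1452 genes at least 2-fold higher, 484 (33.3%, 30.9 to 35.8) were closer and 25 farther, with medians of 1.34 and 0.98. Those within 1.5-fold of TSWT in TSKI4H6sh were 124 (18.8%) and 256 (17.6%). These genes were selected on the TSKI4 library, a choice that by itself places a second library nearer to TSWT. The intervals of the shares treat the genes as independent draws, which they are not. The ratios TSKI4H6sh/TSKI4 and TSKI4/TSWT had a correlation of -0.496 across 16455 genes, which are not independent replicates, and simulated libraries without any difference gave -0.298 through the shared TSKI4 library. The covariance was -0.138 and the simulated covariance -0.00744, a difference of -0.130. Between TSWTCBPsh/TSWT and TSKI4/TSWT the correlation was 0.376 against a simulated 0.707, and the covariance 0.114 against 0.0197, a difference of 0.0939. Simulated libraries vary by counting noise only, so their correlations are no baseline for libraries that differ. With the TSWT and TSKI4 reads each split in 2, this correlation was 0.410 with shared parts and 0.288 without. That of TSKI4H6sh/TSKI4 with TSKI4/TSWT was -0.498 with shared parts and -0.447 without. A split of reads leaves the culture shared.

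NF-kB genes were followed because the study singled out Rel among its transcription factors. Rel (chromosome 11, 23736847 to 23770970) was at 1.67 RPKM in TSWT and 0.298 in TSKI4, 5.61-fold lower (4.65 to 6.77). The 32 other genes of its 10 Mb window were 1.46-fold lower by median. In TSWTCBPsh it was at 1.22 RPKM, 1.37-fold lower (1.19 to 1.56), and in TSKI4H6sh at 0.689 RPKM, 2.31-fold above TSKI4 (1.86 to 2.86) from 184 and 167 reads. With 0.5 RPKM added both of these differences were within 1.5-fold. Rela, Relb, Nfkb1 and Nfkb2 were within 1.5-fold of TSWT in TSKI4 and in TSWTCBPsh, so that the family counted 1 lower of 5 (median -0.26) and 0 called of 5 (0.14). Against TSKI4, Nfkb2 was 1.87-fold higher in TSKI4H6sh (1.74 to 1.99) and Rela 1.59-fold higher (1.47 to 1.72), giving 2 higher of 5 (median 0.57, percentile 99.9). Both lie on chromosome 19, where the other genes of their windows were 1.27-fold and 1.26-fold higher by median, and with each ratio divided by its chromosome's median the family stood at 0.41, Nfkb2 at 0.49 and Rela at 0.27, so that 0 of the 5 were past 1.5-fold. NF-kB pathway and feedback genes were higher in 3 and lower in 2 of 11 cases in TSKI4 (median 0.00), with Nfkbia 2.37-fold and Bcl3 2.49-fold higher. They were lower in 1 of 10 cases in TSWTCBPsh (-0.11), and higher in 1 and lower in 1 of 10 cases in TSKI4H6sh, with a median of -0.00.

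The 3-way set, lower in TSKI4, lower in TSWTCBPsh and higher in TSKI4H6sh, held 756 gene models. Its most abundant members in TSWT were S100a11, Id2, B2m, Cd24a, Cited1, Sdc4, Dnmt3l, Nacc1, Rhox9 and Ccnd1, of which S100a11, Nacc1 and Ccnd1 share sequence with another gene. Cited1, for example, was 9.79-fold lower in TSKI4 (9.14 to 10.5), 5.77-fold lower in TSWTCBPsh and 5.68-fold higher in TSKI4H6sh (5.28 to 6.10), and Id2, an inhibitor of basic helix-loop-helix factors, was 2.27-fold lower, 1.68-fold lower and 1.84-fold higher. Of the set 352 (46.6%) were protein-coding and 103 were processed pseudogenes. There were 250 with 0.5 RPKM or more in TSWT and 506 (66.9%) below it, and for 188 the counting intervals of all 3 ratios excluded 1. Independent lists drawn from all 47729 gene models, low ones included, would share 53.9 genes. Libraries drawn from 1 common profile gave on average 635 (582 to 707 over 100 draws), with 73.5 (55 to 94) at 0.5 RPKM or more in TSWT and 562 (514 to 619) below, so part of the excess over independence may come from the shared libraries and from low genes that pass cutoffs more often. With the TSWT and TSKI4 reads each split in 2, 440 gene models passed when no ratio shared reads with another and 820 when the same parts were shared. The mirrored pattern (higher, higher, lower) held 1784 gene models, 158 of them at 0.5 RPKM or more in TSWT, against 204 for independent lists and 1058 simulated (971 to 1134).

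**Figure D4:**
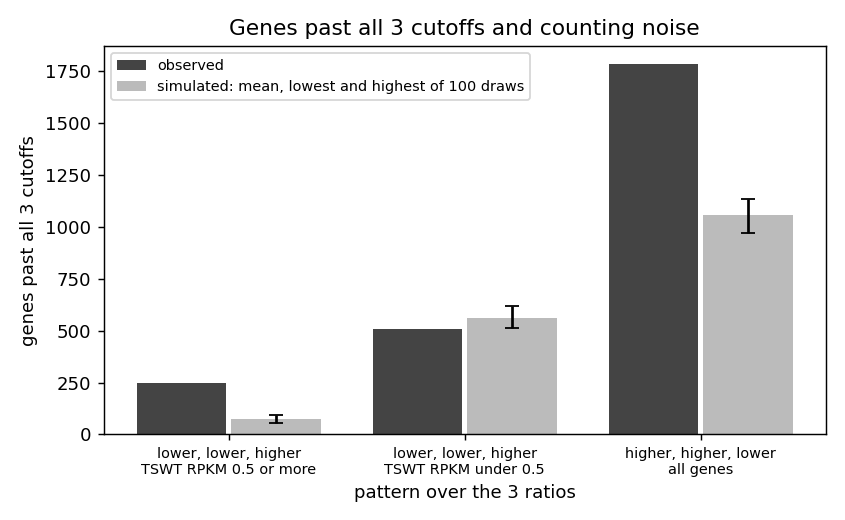
Number of gene models (y) past all 3 cutoffs by pattern and TSWT level (x), in the data (dark bars) and in 100 sets of libraries drawn from 1 common profile (light bars, mean with lowest and highest). The data lie at 250 against a highest simulated count of 94 at 0.5 RPKM or more, and at 506 against a highest of 619 below 0.5 RPKM.

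The genes that the study kept after adding histone acetylation all passed the 3 cutoffs here. They were chosen by the study on these libraries, so their direction is not independent evidence. Their median TSWT level was 0.966 RPKM, with 110 at 0.5 RPKM or more, and 51 had 10 reads or fewer in TSWT. Of the 110 measured genes 91 were lower in TSKI4 (median -0.93) and 47 of 110 in TSWTCBPsh (-0.54), and 61 of 97 were higher in TSKI4H6sh (0.65), with 0 in the opposite direction. Nuak2, a kinase gene, was 20.4-fold lower in TSKI4 (17.4 to 24.0) and 6.55-fold higher in TSKI4H6sh (5.50 to 7.83). The 22 transcription factors among them, likewise chosen by the study, all passed, 15 of them at 0.5 RPKM or more in TSWT. On the scale with 0.5 RPKM added 10 of 15 were lower in TSKI4 (median -0.85), 2 of 15 in TSWTCBPsh (-0.52) and 4 of 14 higher in TSKI4H6sh (0.53). Runx1 was 5.35-fold lower in TSKI4 (4.70 to 6.09) and 3.37-fold lower in TSWTCBPsh (2.99 to 3.796). For 16 of the 22 the intervals of all 3 ratios excluded 1, and Rorc and Zfp819 had 1 and 2 reads in TSWT and 0 in TSKI4.

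The remaining lists describe signaling, chromatin and the general state of the cells. In the list of inflammatory genes that the study drew from these libraries, which is therefore not independent of them, 5 were higher and 6 lower of 13 in TSKI4 (median 0.08). In TSWTCBPsh 2 were higher and 2 lower of 11 (-0.07), and in TSKI4H6sh 2 and 3 of 11 (-0.18). Il24, a cytokine gene, was 11.2-fold lower in TSKI4 and Tnfrsf1b, a second receptor for tumor necrosis factor, 9.08-fold higher. Interferon response genes had medians of 0.04, 0.04 and 0.10 in the 3 comparisons in the same order, with Stat1 2.18-fold higher and Irf7 2.59-fold lower in TSKI4H6sh. Targets of p53 had medians of -0.24, 0.12 and 0.08, with 4 of 15 lower in TSKI4, and Eda2r was 3.07-fold higher there and 3.70-fold lower in TSKI4H6sh. Histone deacetylases and acetyltransferases were higher in 3 of 19 cases in TSKI4 (median 0.17), Hdac11 by 6.20-fold, and in 3 of 20 in TSKI4H6sh (-0.05), Hdac8 by 7.80-fold. With 0.5 RPKM added the highest log2 ratio of the list was 1.33 in TSKI4 and 0.87 in TSKI4H6sh, so both folds start from low values. Replication-dependent histones, whose copies share sequence, had medians of -0.16, -0.08 and 0.18, housekeeping genes of 0.02, -0.05 and 0.04, and mitochondrially encoded genes of -0.34, -0.20 and -0.34.

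Genes of the X inactivation and escape list were higher in 2 of 5 cases in TSKI4 (median 0.52), with Eif2s3x 1.85-fold and Kdm5c 1.52-fold higher, and had medians of -0.03 in TSWTCBPsh and -0.13 in TSKI4H6sh. Xist, looked up outside the naming rule, had 10, 28, 48 and 49 reads in TSWT, TSWTCBPsh, TSKI4 and TSKI4H6sh. These stood for 0.0192, 0.0258, 0.0357 and 0.0764 RPKM, all under the 0.5 RPKM at which a gene counted as measured. The 2 measured Y-linked genes were lower in TSKI4 (median -2.86) and within 1.5-fold in TSWTCBPsh (-0.07), and the 1 measured in TSKI4H6sh was within 1.5-fold of TSKI4 (0.19). Ddx3y was at 9.60 RPKM in TSWT and 0.0231 in TSKI4, 416-fold lower (218 to 911), whereas the Y-linked Kdm5d, also outside the rule, had 209 reads in TSWT and 522 in the deeper TSKI4 library. The paper gives TSWT as male and TSKI4 as female.

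Expression also differed by chromosome. In TSKI4 against TSWT the median log2 ratio of chromosome 1 minus that of the others was -0.44 (556 genes), chromosome 8 stood at -0.46 (600 genes) and chromosome X at 0.41 (327 genes). In TSWTCBPsh against TSWT chromosome 2 stood at 0.23 (847 genes) and chromosome 15 at 0.34 (426 genes), and in TSKI4H6sh against TSKI4 chromosome 19 stood at 0.34 (371 genes). Of the gene models at 1 RPKM or more in at least 1 library that were higher in TSKI4H6sh, chromosome 19 held 110 of 1038 (10.6%), and it held 2.96% of all gene models at that level. Among the genes named above for TSKI4 against TSWT without a value for their window, Atf3, Il24 and Nuak2 lie on chromosome 1, Foxc2, Hsd17b2 and Nacc1 on chromosome 8, and Cited1, Eda2r, Eif2s3x, Fmr1nb, Kdm5c, Rhox6 and Rhox9 on chromosome X. For TSWTCBPsh against TSWT, Cd44, Col5a1, Id1, B2m, Sdc4 and Trib3 lie on chromosome 2 and Hdac7 on chromosome 15. With each ratio divided by its chromosome's median, Eif2s3x (0.43) and Kdm5c (0.15) were no longer past 1.5-fold in TSKI4. Chromosome 1 held 83 of the 756 genes of the 3-way set (10.98%) and 7.15% of all gene models. The other shifted chromosomes lay closer to their share of all gene models. Chromosome 8 held 4.37% of the set against 3.91%, X 5.56% against 5.47% and 19 3.17% against 2.23%. Chromosomes 2 and 15 held less than their share, 6.61% against 7.80% and 2.51% against 2.64%.

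**Figure D5:**
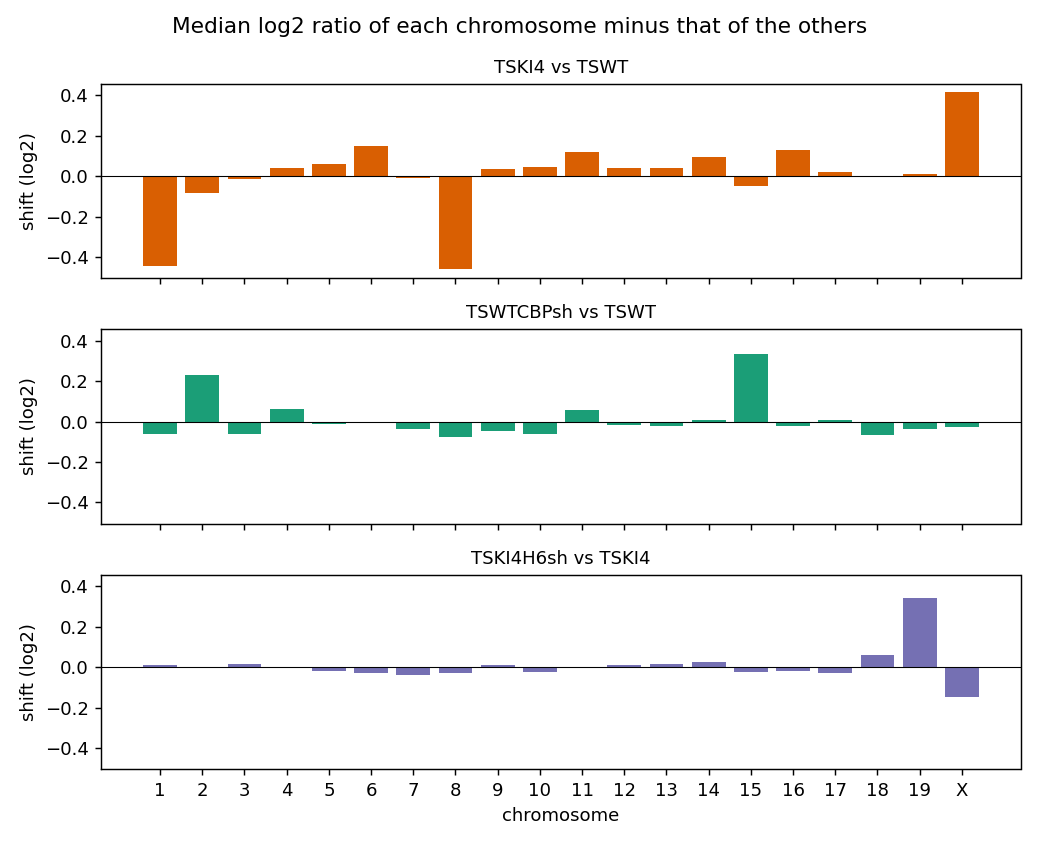
Median log2 ratio of the protein-coding genes of a chromosome minus that of the others (y) by chromosome (x) in the 3 comparisons, as bars. Chromosomes 1 and 8 lie at -0.44 and -0.46 in TSKI4 against TSWT and chromosome 19 at 0.34 in TSKI4H6sh against TSKI4.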

Values the study reported

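The study reported 4838 genes as dependent on CBP and 4184 as dependent on HDAC6, and 756 genes in the overlap of its 3 pairwise comparisons. Of these it counted 183 with differential acetylation of histone H2B at lysine 5, and 22 of them, or 12%, as transcription factors. Its cutoffs were a ratio of 0.75 or less against wild-type cells and of 1.5 or more for the HDAC6 knockdown. By quantitative PCR of the transcription factors at 0.5 RPKM or more in wild-type cells, it found 80% reduced in the kinase-inactive cells.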

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

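Dividing each ratio by the median of its chromosome, and leaving out the chromosomes with a shifted median, were tests chosen after the values had been seen, and the other alternatives were planned. Most values kept their direction. Of the folds of named genes over 6 alternatives, 2530 stayed within their counting interval and 287 moved, and of the list medians 541 stayed, 86 moved and 1 reversed. Dropping the filter on low values or raising it to 2 RPKM leaves the fold of a single gene unchanged. The 487 and 382 folds under these alternatives, counted among the 2530, were therefore fixed in advance. The cause of the moves was not tested, except that a filter on low values or a stricter cutoff leaves fewer genes by construction. The calls of 487 named folds, of which 334 passed 1.5-fold, gained 32 with 0.1 RPKM added in place of 0.5, lost 34 with 1 added, and lost 8 and gained 6 with median-of-ratios scaling. With division by the chromosome median 20 were lost and 11 gained. The median of the giant cell markers in TSKI4 against TSWT reversed to 0.32 among genes at 2 RPKM or more. Median-of-ratios scaling also changed the sign of 3 of 105 list medians that lay near 0, those of the NF-kB pathway and housekeeping lists in TSKI4 and of the blood and endothelial list in TSKI4H6sh. Signs also differed for 7 of 103 list medians at 2 RPKM or more, 7 of 105 after division by the chromosome median, 4 without a filter on low values and 1 with 0.1 RPKM added, and for 4 named folds after division by the chromosome median and 1 with median-of-ratios scaling. Of the list medians 16 were past 1.5-fold. Without a filter on low values 12 of them were not, since the lists then hold genes at or near 0. With 1 RPKM added 5 were lost, with 2 RPKM or more 3 were lost and 7 gained, and with 0.1 RPKM added 6 were gained. Division by the chromosome median and median-of-ratios scaling each lost 1, the spongiotrophoblast and glycogen cell list in TSKI4, and gained 1. At 2 RPKM or more 103 lists had a gene left, and the Y-linked list in TSKI4H6sh and the fibroblast list in TSWTCBPsh had 0.

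Counts at the study's cutoffs depended on low values and are given as lower then higher for TSKI4 against TSWT, TSWTCBPsh against TSWT and TSKI4H6sh against TSKI4, then the 3-way set. With 0.5 RPKM or more in TSWT or TSKI4 they were 3566 and 4810, 2160 and 3029, 1513 and 1149, and 250. With 1 RPKM or more in at least 1 library they were 3184 and 4119, 1753 and 2655, 1157 and 1038, and 195. With 0.1 RPKM added, the counts that differed by over 1.5 times were 3170 and 4987, 2557 and 2013, and 333, those of TSKI4 against TSWT staying nearer. With 0.5 RPKM added they were 3394 and 4961, 1784 and 2839, 1079 and 852, and 130, and with 1 RPKM added 2747 and 3876, 1252 and 2046, 707 and 514, and 72. Cutoffs of 1/2 and 2 gave 2969 and 7015, 2467 and 4674, and 389, the counts of TSKI4H6sh against TSKI4 staying nearer. Named genes counted once per symbol gave 3237 and 6054, 2172 and 4364, 2456 and 2155, and 335. Ratios whose interval excluded 1 gave 3530 and 5516, 1737 and 3238, 1624 and 1471, and 188. Without the chromosomes with a shifted median, 3737 were lower in TSKI4 and the 3-way set held 505, and with ratios divided by the chromosome median it held 756, of which 703 were shared. The 3-way set held 741 with median-of-ratios scaling, 769 with TPM and 714 without chromosomes X and Y.

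The correlation of TSWTCBPsh/TSWT with TSKI4/TSWT ranged over 6 alternatives from 0.320 (5 RPKM or more) to 0.421 (0.1 RPKM added), and was 0.358 with 1 RPKM added. That of TSKI4H6sh/TSKI4 with TSKI4/TSWT ranged from -0.524 (5 RPKM or more) to -0.468 (0.1 RPKM added), and was -0.510 after division by the chromosome median. Among genes low in TSKI4, the median distance of TSKI4H6sh from TSWT was -0.96 with 1 RPKM added, -0.94 at 5 RPKM or more and -1.05 after division by the chromosome median. The share of these genes that was closer was 41.5% with 0.1 RPKM added and 40% at 5 RPKM or more. Among genes high in TSKI4 the median was 1.16 with 0.1 RPKM added, 0.92 with 1 RPKM added, 1.01 at 5 RPKM or more, 0.95 with median-of-ratios scaling and 0.94 after division by the chromosome median, and the share closer was 36.1% with 0.1 RPKM added, 36.3% with median-of-ratios scaling and 36.4% after that division. Depth limits the low genes: 3 reads in a transcript of 1 kb stand for 0.103 RPKM in TSWT and 0.0400 RPKM in TSKI4, so ratios of values under 0.5 RPKM can rest on few reads.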

Other observations

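Of the tests in this part, the one on windows of chromosome 2, the splits of the pairwise overlaps and the first of the pair on the genes around Rhoa were chosen only after the result was seen, and the medians of whole chromosomes, though not of their windows, were known when the other chromosome tests were set. Bcam, a laminin receptor gene that the study had chosen on these libraries, was 4.56-fold higher in TSKI4H6sh than in TSKI4, and Lama1, a laminin chain gene of the primitive endoderm list, was 7.48-fold higher in TSKI4 than in TSWT. Fgfbp1, whose product releases bound FGF, was 10.1-fold higher in TSKI4H6sh (5.58 against 0.554 RPKM, 8.05 to 12.7), in a culture that depends on added FGF4. Rps6ka6, which encodes a ribosomal S6 kinase, was 8.62-fold higher (8.01 to 9.29).

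Some single genes that no list covers differed from TSWT in more than 1 group. Kctd17 was 30.7-fold higher in TSKI4 and 7.48-fold higher in TSWTCBPsh, and Igfbp3, which encodes a carrier of insulin-like growth factors, was at 0.275 RPKM in TSWT and at 4.39 in TSWTCBPsh, 4.68 in TSKI4 and 3.88 in TSKI4H6sh. Gene models lower in both TSKI4 and TSWTCBPsh numbered 2625, against 615 for independent lists and 2077 in simulated libraries without a difference, and those lower in TSKI4 and higher in TSKI4H6sh numbered 1681, against 532 and 1012. In the other direction 5015 were higher in both TSKI4 and TSWTCBPsh (1780 for independent lists and 2665 simulated), and 4021 higher in TSKI4 and lower in TSKI4H6sh (1221 and 1991). The figure for independence is taken over all 47729 gene models and leaves out that genes with few reads pass cutoffs more often, so it is not a measure of what the shared libraries add. With the TSWT and TSKI4 reads split apart, these overlaps were, in the order given, 57.4%, 84.1%, 81.8% and 73.5% of those with shared reads.

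The 3-way set differs by expression level. At 0.5 RPKM or more in TSWT it held 250 gene models, and the highest count in 100 draws without any difference was 94, which argues against counting noise as the whole source there. Below 0.5 RPKM it held 506 while the draws reached 619, so that counting noise may account for that part. With reads split apart, the count was 53.7% of that with shared reads over all levels, 77.7% at 0.5 RPKM or more and 40.3% below, where the bounds set over all levels were under 50% if noise shared through common libraries were the cause and 80% or more if not. The value below 0.5 RPKM is on the side of shared noise. For the rest its share cannot be told apart from that of a regulation by MAP3K4, CBP and HDAC6, which the design names and which stays untested without replicates. Neither the draws nor the split covers a peculiarity of the single TSWT or TSKI4 culture, which enters each ratio that uses it. Such a peculiarity cannot be told apart from that regulation either.

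The chromosome-wide shifts may reflect differences in DNA copy number between the cultures. In all 6 shifted chromosomes at least 84.2% of the 10 Mb windows lay on the same side (89.5% with predicted models), as a copy number change of the whole chromosome needs. These chromosomes were picked by the median of the same genes. Some without a called shift lay as high, such as chromosome 10 in TSWTCBPsh (100% at a shift of -0.06) and chromosome 6 in TSKI4 (93.3%). The share of windows therefore cannot tell a copy number change from another cause. After removal of trends with GC content, exon length and expression at least 89.1% of each shift was left, which argues against those trends as the cause. Chromosome 2 in TSWTCBPsh was not shifted along its whole length, since 36.8% of its 19 windows lay within 0.1 of the other chromosomes. Its shift sits in the first 90 Mb (0.48 over 339 genes) and the last 2 windows (0.40 over 59 genes). The windows of chromosome X in TSKI4 ranged from -0.05 to 1.05. Shifts as large also covered parts of chromosomes with no whole-chromosome shift in TSKI4 against TSWT, at -0.51 over the first 50 Mb of chromosome 11 (154 genes, Rel among them), 0.48 from 60 to 80 Mb of it (228 genes) and -0.45 from 90 to 130 Mb of chromosome 2 (205 genes), and they were -0.48, 0.48 and -0.42 in TSKI4H6sh against TSWT, so that a change of whole chromosomes would cover only part of the pattern. A difference in transcription over broad regions stays open, as does the sex of the 2 lines for chromosome X, and DNA was not measured.

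Nicn1, Amt, Tcta and Rhoa are adjacent on chromosome 9 (108290429 to 108337934 in GRCm38) and nearly without reads in both kinase-inactive libraries. A deletion of about 47.5 kb in the TSKI4 line is a candidate explanation. In TSKI4H6sh the highest of the 4 stood at 3.60% of TSWT, which a deletion needs, but the 2 libraries share a line and the bound was set with the values in view. Among other annotated genes inside the segment 0 had enough TSWT reads for a test of the loss of the DNA segment. A deletion and a silencing of the 4 genes in that line cannot be told apart here, because no other gene inside had enough reads to decide it. Lower RNA was not confined to the segment. The 50 other protein-coding genes within 1 Mb had a median log2 ratio of -0.61 in TSKI4 against TSWT, from -1.74 (Dag1) to 1.77 (Gnat1). Of the nearest on each side, Dag1 stood at -1.74 and Gpx1 at -0.31. The source of the lower values around the segment was not tested.

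Genes on chromosomes X and Y made up 5.26% of those past the cutoffs in TSKI4 against TSWT (881 genes), so most of these genes lay elsewhere. Chromosome X alone held 5.47% of all gene models. The bound set for sex as the cause asked for most genes past the cutoffs to lie on X or Y. So few gene models could not reach that bound, so the test cannot tell what the sex of the cells adds. With each library thinned to the TSWT total the number past the cutoffs was 94.1% of that at full depth, with lower genes at 104.7% and higher genes at 88.1%. That argues against deeper sequencing of TSKI4 as the source of most of the number. A smaller part of depth stays open, since thinning also adds counting noise that carries low genes past the cutoffs. The mesenchymal list as a whole was split in TSKI4, with 6 higher and 5 lower of 20. Of the fibroblast collagens Col1a1, Col1a2 and Col3a1, 0 were higher by 1.5-fold at 1 RPKM or more. That argues against fibroblasts in the TSKI4 culture as the source of those mesenchymal markers that were higher.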
